A study of Mus musculus with 8 samples. Its data were reported in "The Effect of Immunosuppressive Adjuvant Kynurenine on Type 1 Diabetes Vaccine" (2021).

How the data were processed

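Small RNA was sequenced from splenocytes, the mixed immune cells of the spleen, of Balb/C mice aged 6 weeks. Cells of the Kyn group were kept for 12 h with kynurenine, a metabolite of tryptophan, at 40 µg/ml. Titles and characteristics call the negative control (NC) group untreated, while the treatment text, the same for both groups, names kynurenine. Each group held 4 samples. The study describes fewer mice per group than the samples here, with repeated experiments, and no source says which samples share a mouse, so p-values measure the spread between these samples, which may be technical.

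Per the labels, the authors trimmed reads with cutadapt, aligned them with Bowtie, counted them with featureCounts and tested them with DESeq version 1.12.1. Versions of the other tools were not given in the sources used here. The authors deposited whole-number counts of reads for 1390 mature miRNAs, with no normalization, and normalized counts equal to those counts divided by a single factor per library. These deposited normalized counts are a signal scaled by the authors' size factors, and were used only for the shares of counts, where a single factor per library cancels. The authors also deposited a log2 fold change, a p-value and an adjusted p-value for each miRNA.

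The processing notes name mouse build mm9, but the deposited coordinates belong to GRCm38. Of 508 miRNAs whose gene is in both annotations, 507 lay inside their own gene in the RefSeq table of GRCm38 and 10 in the annotation of the older build. Coordinates are therefore printed as deposited and read as GRCm38. Host genes were taken from the gene spans of that table, which do not separate exons from introns. No genome sequence of that build was used here, and no sequences are given.

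Of the 1390 miRNAs, 63 have several genomic loci in 1 row. Rows of near-identical miRNAs were compared where each held at least 1000 counts in total. Pairs were rows of 1 family number, with miR-99a-5p and miR-100-5p added after their ratio was seen. In 18 pairs the count ratio varied between libraries by less than counting error gives (chi-square p above 0.99, a limit set after the data were seen). In 13 of these the ratio lay within 5% of the ratio of the numbers of loci, as for miR-199a-3p and miR-199b-3p. Such rows share reads, which were counted at each locus, so they are not independent and library totals count some reads more than once. Values of such miRNAs are uncertain.

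Counts were tested with edgeR (version 4.0.16, R version 4.3.3) by its quasi-likelihood test, with TMM scaling and Benjamini-Hochberg adjustment, in a model with group as its only term. The filterByExpr filter, at a minimum count of 10, left 452 miRNAs, which held 99.98% of all counts. Calls were made at an adjusted p under 0.05. A second count used the criterion in the results text of the study, an unadjusted p under 0.05 with a fold change above 1.2 in either direction. The methods text of the study places the 1.2 on the log2 scale instead, and that count was made too. Standard errors of log2 fold changes were derived from the F statistics. Levels are CPM, counts scaled by the library total, given as mean ± SD.

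Lists of miRNAs were tested with camera (limma version 3.58.1) at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the 16 lists with at least 3 tested members. The lists covered the let-7 family, the miR-17-92 clusters, lymphocyte activation, resting lymphocytes, regulatory T cells, the cluster of miR-132 and miR-212, p53-responsive miRNAs, B cells, myeloid, erythroid and stromal cells, the imprinted Dlk1-Dio3 region, miRNAs named by the study, entries with a number of 2000 or higher, a numbered series annotated largely from short introns, and the less abundant arm of each hairpin. A list of miRNAs of other organs had 2 tested members and was not tested. Camera with an estimated correlation and fry were run beside it. Clusters of at least 4 tested miRNAs within 10 kb on 1 strand were tested in the same way. Shares of counts were compared with a two-sided exact permutation test over 70 splits, whose smallest p is 0.0286, adjusted over 8 measures.

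The text names the 5 miRNAs with the smallest p in each direction where fewer than 5 passed, those named by the study, the 5 most abundant, and up to 3 members of each list with the smallest p. This rule, the lists, tests and alternatives were fixed before the data were examined. A few lines of a supplementary table of the study, with miR-2137, miR-6240, miR-329-3p and miR-6916-5p among them, had been read by then, and the list of miRNAs named by the study was taken from its main text, with miR-335-3p from its supplementary primer list. Alternatives were other scalings, other filters, DESeq2 (version 1.42.0), limma-voom, a block on replicate number, and each library left out in turn. Thinned counts, merged near-copy rows, counts divided by the number of loci, and the omission of both Kyn 2 and NC 1 were added after the data were seen.

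The tests were checked on simulated data, with counts for 441 miRNAs drawn from the means, dispersions and library sizes of the Kyn and NC comparison. Of miRNAs changed 1.5-fold, 66.7% of 66 were recovered. The share was 87.9% of 66 at 2-fold and 100% of 63 at 4-fold, with 2 false calls among 246 unchanged miRNAs. A run with no change gave 0 calls. These simulations hold no library-wide structure of the kind seen in the real samples. With so many miRNAs changed at once, the adjustment is also more lenient than where few change. The shares recovered therefore do not give the power of the real comparison. Tables and plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.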

Results

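Small RNA libraries of mouse splenocytes were compared after 12 h with kynurenine at 40 µg/ml (Kyn group, n = 4) and without it (NC group, n = 4), to find the miRNAs whose level differs after kynurenine treatment. miRNAs are short RNAs that repress target mRNAs, and most are cut from a hairpin whose 5p and 3p arms are counted apart. The total count per library was 9310231 ± 1347037 (SD, n = 4) in the Kyn group, from 7765825 to 10448726. It was 12240309 ± 1142406 (SD, n = 4) in the NC group, from 10696287 to 13454475. The Kyn libraries were smaller (two-sided exact permutation p = 0.0286, the smallest possible).

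The largest differences by p-value were in miRNAs of low to moderate abundance, and no miRNA passed the adjusted threshold. miR-677-5p was at 58.4 ± 24.4 CPM (SD, n = 4) in the Kyn group and 20.8 ± 4.21 CPM in the NC group. It lies at chromosome 10, 128085291 to 128085312, plus strand, inside Atp5b, a gene for a subunit of mitochondrial ATP synthase. Its fold was 2.75 (log2 fold change 1.46, SE 0.27, adjusted p = 0.0943 by the edgeR quasi-likelihood test). miR-6239 was at 102 ± 37.4 CPM in the Kyn group and 44.8 ± 3.37 CPM in the NC group, and it lies in Gpc6 at chromosome 14, 117953768 to 117953787, minus strand. miR-5121 was at 334 ± 157 CPM against 138 ± 30.6 CPM. Its position, chromosome 7, 45126925 to 45126945, minus strand, overlaps the small nucleolar RNA Snord33 in Rpl13a. miR-143-5p, from the Carmn transcript (chromosome 18, 61649233 to 61649253, minus strand), was at 3.98 ± 1.10 CPM against 1.46 ± 0.587 CPM. miR-2137 (chromosome X, 72992113 to 72992133, plus strand, in Zfp185) was at 6.20 ± 5.54 CPM against 1.33 ± 0.154 CPM, with Kyn 3 at 14.3 CPM, and its log2 fold change went from 2.18 to 1.32 without Kyn 3. In each of these 5, every Kyn library was above every NC library.

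Among lower values in the Kyn group, miR-1964-3p had the smallest p. It was at 63.3 ± 12.2 CPM (SD, n = 4) in the Kyn group and 114 ± 27.4 CPM in the NC group, with a log2 fold change of -0.86 (SE 0.20, adjusted p = 0.103 by edgeR). It lies in Zfp84 at chromosome 7, 29773344 to 29773365, plus strand. Both arms of miR-708, in Tenm4 on chromosome 7, were lower, miR-708-5p by -0.56 (SE 0.14) and miR-708-3p by -0.59 (SE 0.16) on the log2 scale. miR-511, which lies in Mrc1, the gene of the macrophage mannose receptor, also had lower values of both arms. miR-511-3p was at 1.86 ± 0.528 CPM against 3.78 ± 0.979 CPM, and miR-511-5p at 0.665 ± 0.281 CPM against 1.78 ± 0.718 CPM. miR-361-3p, in Chm on chromosome X, was at 529 ± 43.7 CPM against 645 ± 35.3 CPM.

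**Figure D1:**
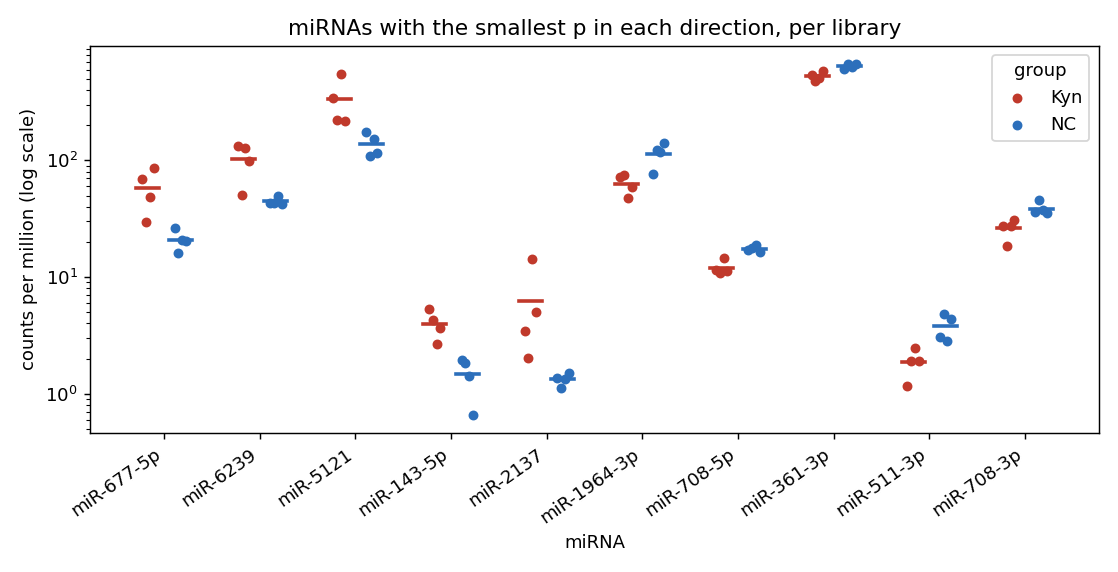
CPM (log axis) of the 5 miRNAs with the smallest p in each direction, 1 point per library and a bar at the group mean (Kyn red, NC blue, n = 4 each). All 4 Kyn libraries lie above all 4 NC libraries for miR-677-5p and below them for miR-1964-3p.

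Of 452 miRNAs tested with edgeR, 0 passed an adjusted p under 0.05, and 86 had an unadjusted p under 0.05, where 22.6 are expected by chance. On the same counts, DESeq2 called 34 (16 higher and 18 lower) of 393 with an adjusted p, edgeR without the count filter called 46, and limma-voom called 0. edgeR called 12 without Kyn 2, 3 without Kyn 4, 33 without NC 1 and 31 without both Kyn 2 and NC 1. At the criterion of the study, 34 miRNAs were higher and 47 lower, or 81 in all. The balance varied with the method, with 41 higher and 43 lower by upper quartile scaling, 45 of each by DESeq2, and 26 higher and 54 lower with counts divided by the number of loci. A log2 fold change of at least 1.2, the limit in the methods text of the study, left 5 higher and 1 lower. The groups did not overlap in CPM for 44 miRNAs, or 9.73%, against 2.86% on average by chance. With TMM-scaled values the count was 35. Of the 35 splits of the 8 libraries into 4 and 4, 2 gave at least 44 in CPM, the deposited labels among them. In the authors' deposited table, 10 miRNAs had an adjusted p under 0.05 (7 higher and 3 lower), and all 10 were among the DESeq2 calls here. The authors' deposited table marks 91 miRNAs, of which 77 also met the criterion here and 8 were outside the count filter.

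The most abundant miRNAs showed small differences. let-7f-5p was at 178308 ± 7889 CPM (SD, n = 4) in the Kyn group and 170406 ± 3046 CPM in the NC group. The log2 fold changes of let-7f-5p, let-7g-5p, let-7i-5p and let-7c-5p were 0.05 (SE 0.07), -0.05 (SE 0.07), -0.02 (SE 0.08) and 0.11 (SE 0.10). That of miR-26a-5p was -0.17 (SE 0.08). The let-7 list held 56.4 ± 1.19% of counts in the Kyn group and 54.6 ± 1.16% in the NC group (exact permutation p = 0.114, adjusted p = 0.305). This share may count some reads more than once, since let-7a-5p and let-7c-5p in the list had a count ratio of 0.977 to 0.982.

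miRNAs named by the study were chosen on these samples, so their counts here give no independent evidence of a change or of its direction. The study also measured randomly selected miRNAs by qRT-PCR and reported trends like those of its sequencing. Those measurements were not examined here. Of the 7 miRNAs named by the study, 4 could be tested and 0 passed over all miRNAs. When adjusted over the list alone, 2 higher and 2 lower passed. The latter carries no weight, since the list holds miRNAs that the study had called on these same samples. miR-674-5p (0.41, SE 0.14) and miR-34a-5p (0.50, SE 0.18), a target of p53, had higher log2 values in the Kyn group. miR-155-3p (-0.50, SE 0.15) and miR-335-3p (-0.72, SE 0.32) had lower ones. The other arm of miR-674, miR-674-3p, was at -0.61. The more abundant arm of miR-155, miR-155-5p, was at 0.10 (SE 0.09). The remaining 3 had too few counts to test. miR-329-3p had 9 counts over the 4 Kyn libraries and 1 over the NC libraries, miR-3066-3p had 2 and 17, and miR-6916-5p had 22 and 6.

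Markers of stromal cells, the supporting and vessel cells of the spleen, were higher in the Kyn group as a list. All 11 tested members had positive log2 fold changes, with a median of 0.51, and the list passed camera (adjusted p = 0.00557). The list did not pass with an estimated correlation (adjusted p = 0.922). That correlation was 0.83, so the members are not independent. Both arms of miR-126a were on the list and were not tested. In addition, 1 member is also in the B cell list and 1 in the regulatory T cell list. 0 members passed alone, either over all miRNAs or adjusted over the list alone. miR-143-3p, abundant in smooth muscle, was at 1687 ± 683 CPM (SD, n = 4) against 1156 ± 38.3 CPM. miR-199a-3p was at 215 ± 108 CPM against 137 ± 6.91 CPM, and miR-199b-3p shares its reads. Kyn 1 stood apart in these miRNAs, at 2703 CPM for miR-143-3p, where the other Kyn libraries had 1257 to 1468 CPM. Without Kyn 1 the list had a median of 0.15 and adjusted p = 0.196, and without both Kyn 2 and NC 1 it had a median of 0.58, with 11 of 11 members higher, and adjusted p = 0.0747. The cluster of miR-143 and miR-145a (chromosome 18, 61647827 to 61649253, minus strand) was the only 1 of 20 clusters to pass, with 4 of 4 members higher (adjusted p = 0.00614 by camera). Its adjusted p was 0.683 with an estimated correlation and 0.0695 without Kyn 1.

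Myeloid markers went both ways. Adjusted over the list alone, miR-223-3p and miR-652-3p were higher, and both arms of miR-511 were lower, while 0 passed over all miRNAs. miR-223-3p, typical of granulocytes and monocytes, was at 1033 ± 145 CPM (SD, n = 4) against 834 ± 49.7 CPM. The list as a whole did not pass camera (adjusted p = 0.774) or fry for change in either direction (adjusted p = 0.0669). Its share of counts was 0.168 ± 0.0171% in the Kyn group and 0.140 ± 0.00687% in the NC group. That of the stromal list was 0.439 ± 0.126% and 0.344 ± 0.0176%. Both had exact permutation p = 0.0286 and adjusted p = 0.114. Without Kyn 1 the difference in the stromal share went from 0.0956 to 0.0327 percentage points. The erythroid list, from red cells, held 0.203 ± 0.160% and 0.139 ± 0.0417% of counts (exact permutation p = 0.657), with miR-451a at 1927 ± 1476 CPM against 1290 ± 393 CPM. Kyn 4 held 0.434% in this list and the other Kyn libraries 0.0685% to 0.164%, and without Kyn 4 the difference was -0.0126 percentage points. miR-451a was at 4058 CPM in Kyn 4 and at 659 to 1579 CPM in the other Kyn libraries.

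**Figure D2:**
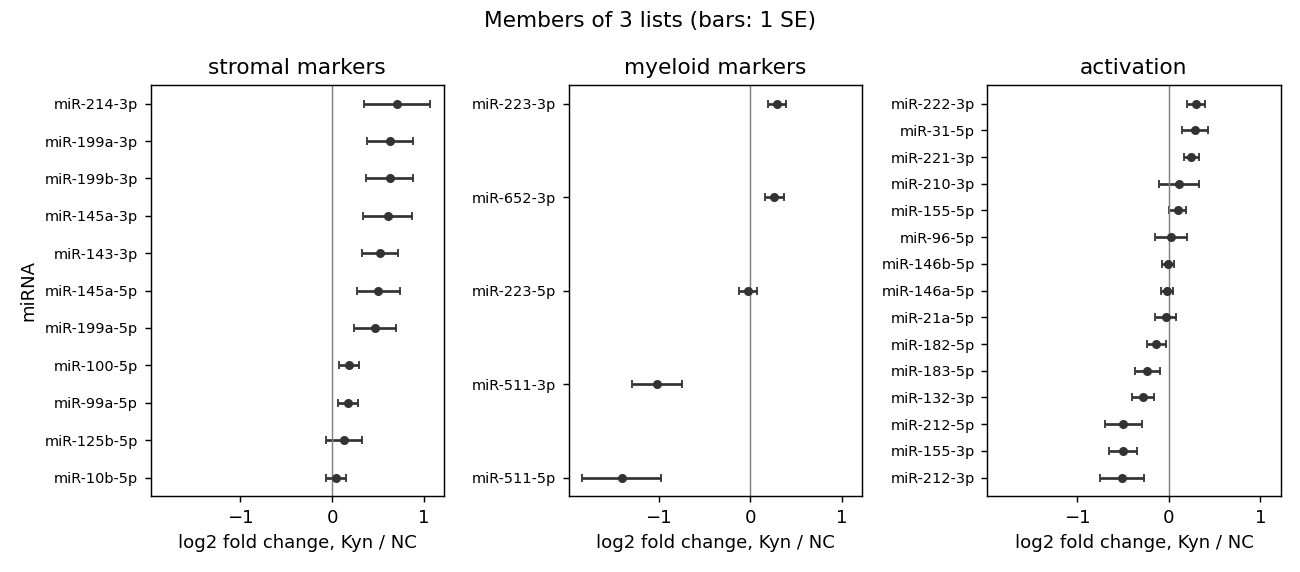
Log2 fold changes of Kyn over NC (points, with bars of 1 SE) for the tested members of the stromal, myeloid and activation lists. All 11 stromal members lie above 0, while the myeloid and activation members lie on both sides.

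**Figure D3:**
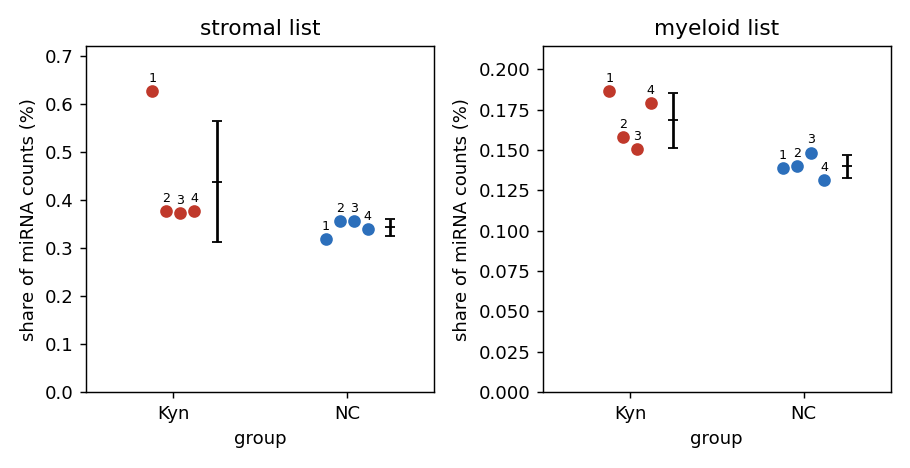
Share of miRNA counts (%) in the stromal and the myeloid list for each library, numbered by replicate, with mean and SD beside the points (n = 4 per group). Kyn 1 has 0.628% in the stromal list, where the other Kyn libraries have 0.373% to 0.379%.

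Lymphocyte activation miRNAs went both ways. miR-221-3p was at 459 ± 20.8 CPM (SD, n = 4) against 383 ± 21.0 CPM, and miR-222-3p at 228 ± 26.6 CPM against 184 ± 13.6 CPM. miR-155-3p was at 4.77 ± 0.545 CPM against 6.70 ± 0.543 CPM, while the more abundant arm, miR-155-5p, had a log2 fold change of 0.10 (SE 0.09). Camera found no shift of the list in 1 direction (adjusted p = 0.801), and fry found change in either direction (adjusted p = 0.0044). Fry does not weigh a list against the other miRNAs, so its pass does not set this list apart. The cluster of miR-132 and miR-212 is tied to the aryl hydrocarbon receptor, of which kynurenine is a ligand. Whether the receptor played a part here was not tested. All 4 members of the cluster had lower values, with a median log2 fold change of -0.39 (adjusted p = 0.133 by camera). They are the arms of neighbouring hairpins, so they are not independent, and 3 of them are also in the activation list. miR-132-5p was at -0.20 (SE 0.18). miR-132-3p was at 59.0 ± 3.24 CPM against 70.9 ± 8.31 CPM. Without a count filter the list of this cluster passed camera (adjusted p = 0.0254), and with an estimated correlation it did not (adjusted p = 0.922).

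Resting lymphocyte miRNAs had a median of -0.02 (adjusted p = 0.774 by camera), with lower values of miR-30c-5p (-0.26, SE 0.09) and miR-30d-5p (-0.35, SE 0.12). miR-150-5p, high in mature lymphocytes, was at -0.35 (SE 0.16). The other lists did not pass camera. The adjusted p was 0.716 for the let-7 family, 0.774 for the miR-17-92 clusters, regulatory T cells, p53-responsive miRNAs, the Dlk1-Dio3 region and entries numbered 2000 or higher, 0.893 for B cells and less abundant arms, and 0.934 for erythroid markers and miRNAs named by the study. Fry found change in either direction in entries numbered 2000 or higher and in less abundant arms (adjusted p = 0.0217 for both). That test does not weigh a list against the other miRNAs, and 86 of all 452 had an unadjusted p under 0.05 by edgeR. In less abundant arms 6 higher and 11 lower of 105 had such a p. These passes thus do not set the lists apart from the other miRNAs. The series annotated largely from short introns had 12 of 14 members lower (adjusted p = 0.0668), among them miR-6989-3p at -0.68 (SE 0.19). It passed with RLE scaling (adjusted p = 0.0461) and did not with an estimated correlation (adjusted p = 0.922).

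The 5p and 3p arms of a hairpin come from 1 transcript. Across 105 hairpins, Pearson's r between the log2 fold changes of the arms was 0.261 and Spearman's rho was 0.0679, and 43.8% had the same sign. The r was 0.122 without Kyn 1 and 0.415 without Kyn 4, and it was 0.0511 without a count filter and 0.0654 at a mean count of at least 100 in both arms. Hairpins are not independent replicates. Both arms had an unadjusted p under 0.05 in 4 hairpins. The arms went the same way in 3 of them, miR-143, miR-708 and miR-511, and opposite ways in miR-674.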

Values the study reported

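The study reported 91 differentially expressed miRNAs in kynurenine-treated splenocytes at a change of more than 1.2-fold and p under 0.05. Of these, 46 (50.5%) were upregulated and 45 (49.5%) were downregulated. Its methods text gives the limit as an absolute log2 fold change of at least 1.2.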

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

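The omission of each library was planned, while the tests below that use the omission of Kyn 1 or Kyn 3 to weigh an explanation, and that of exchanged labels, were chosen after the results were seen. That of shared reads was written before its result was seen. That of small RNA fragments first left out miR-1291, and the form used here, which includes it, was chosen after the results were seen.

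In 15 of 132 groups of 4 values, 1 library lay far from the other 3, where chance gives about 6.6 among independent groups. These groups are not independent, since miR-199a-3p and miR-199b-3p share reads and the stromal share contains the stromal markers, so the comparison with chance decides nothing. Of these, 6 were in Kyn 1, and 4 of them concerned stromal markers. miR-143-3p was at 2703 CPM in Kyn 1, miR-199a-3p at 376 CPM and miR-199b-3p at 188 CPM, and the stromal share was 0.628%. The others were miR-434-3p at 1.67 CPM and miR-221-3p at 490 CPM.

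The stromal list was higher in the Kyn group by camera with its preset correlation, though not with an estimated correlation (adjusted p = 0.922). Shared reads were argued against as the whole cause, since with near-copy rows merged the list had an adjusted p of 0.0241 at the preset correlation. Kyn 1 alone carrying more stromal RNA stays open as a candidate explanation. Without it the adjusted p was 0.196, and the median log2 fold change went from 0.51 (median SE 0.23) to 0.15 (median SE 0.12), so the call ended because the difference shrank. An effect of kynurenine in the other 3 Kyn libraries was not excluded.

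The 4 entries numbered 2000 or higher that passed when adjusted over their list alone, miR-6239, miR-5121, miR-2137 and miR-5126, were all higher in the Kyn group. The list as a whole did not rise. Of its 77 tested entries 32 were higher and 45 lower, with 8 higher and 13 lower at an unadjusted p under 0.05 by edgeR. Of the 4, only miR-5121 overlaps an annotated small RNA of another kind. Recovery of more fragments from all other small RNAs alike was argued against only for the rows that overlap such an RNA. The other 10 such rows tested had a median log2 fold change of -0.0017 (bootstrap interval -0.266 to 0.167), with 5 higher. The interval treats the rows as independent, though miR-664, miR-1843a, miR-1843b and miR-3084 gave both arms. How many reads of these rows are fragments of the other RNA is unknown. Of the 10 rows, miR-1291, inside the small nucleolar RNA Snora34, was higher in the Kyn group (0.69, SE 0.21, unadjusted p = 0.00769). Without Kyn 3 the median of the 4 entries was 0.969, against 1.21 with it. In the edgeR test without Kyn 3, adjusted over the list alone, 3 of the 4 had an adjusted p of 0.0465, and that of miR-5126 was 0.1253. In those 3 every Kyn library lay above every NC library. For miR-6239, miR-5121 and miR-2137 these values argue against Kyn 3 as the whole cause. The size of the difference stays uncertain, since the entries were picked with Kyn 3 included. For miR-5126 Kyn 3 stays open. An effect of kynurenine stays open for all 4, and so does a gain of fragments. The rows tested for fragments all overlap another small RNA, so they do not bear on miR-6239, miR-2137 and miR-5126.

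Calls at an adjusted p under 0.05 went from 0 to 12 without Kyn 2 and to 33 without NC 1. Exchanged labels of these libraries are a candidate explanation that cannot be told apart from libraries lying between the groups. With exchanged labels edgeR gave 10 calls, against 0 with the deposited labels. Groups did not overlap for 46 miRNAs with exchanged labels, against 44 with the deposited labels. The first version of this test used TMM-scaled values, which gave 57 against 35, and the result thus rests on the scaling. On the first principal component Kyn 2 (0.0587) and NC 1 (0.478) lay side by side between the other libraries of their groups.

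Other single libraries far from their group were as follows. miR-6239 was at 49.8 CPM in NC 3, miR-674-5p at 10.3 CPM in NC 3 and miR-31-5p at 11.2 CPM in NC 3. miR-708-5p was at 14.4 CPM in Kyn 3. let-7g-5p was at 128208 CPM and let-7i-5p at 121070 CPM in NC 1. miR-212-3p was at 4.39 CPM and miR-329-3p at 0.0935 CPM in NC 4, the latter from 1 count. miR-144-3p, a red cell miRNA, was at 120 CPM in Kyn 4, where the other Kyn libraries had 11.6 to 22.5 CPM.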

How the results depend on the processing

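Thinned counts, merged near-copy rows, counts divided by loci and the omission of both Kyn 2 and NC 1 were chosen after seeing the data. The count of 0 calls at an adjusted p under 0.05 became 46 without a filter, 34 with DESeq2, 31 without both Kyn 2 and NC 1, and 0 to 33 when 1 library was left out. It stayed at 0 with the other scalings, filters and limma-voom. The count at the study's criterion (81) became 132 without a filter and 6 at a log2 fold change of at least 1.2, and otherwise ran from 58 to 105. The number of lists that passed (1) was 2 with RLE scaling or no filter, 0 with an estimated correlation or without both Kyn 2 and NC 1, and 0 to 2 when 1 library was left out. The stromal list had adjusted p = 0.922 with an estimated correlation, 0.0747 without both libraries (median log2 fold change 0.58, against 0.51), and 8.03e-05 to 0.196 when 1 library was left out. The number of clusters that passed was 0 with an estimated correlation and 0 to 3 when 1 library was left out. The r between arms was 0.0511 without a filter and 0.0654 at a mean count of at least 100 in both arms, and 0.122 (without Kyn 1) to 0.415 (without Kyn 4) when 1 library was left out. The cause of these shifts was not tested, apart from Kyn 1 in the stromal list.

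Of 1120 alternatives for named miRNAs, 1052 kept the side of the threshold and 68 crossed it to a call, with 0 of these calls reversed in sign. A change of sign without a call was not counted as reversed. Of 268 for the other lists, 263 kept their side and 5 became calls. The 88 for shares gave no call, and with the replicate block none was possible at the number of samples here. In the exact permutation test the smallest p is 0.0286 before adjustment over 8 measures. A call there needed several measures at that p together, so the lack of calls says little. The authors' normalized counts gave the same shares by construction. Rows of the same mature miRNA to be collapsed were absent from the table, so that alternative gave no value.

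Correlations between libraries gave no sign that the replicate numbers pair the samples, though they do not exclude it. Deviations of libraries with the same number had correlations of -0.151, -0.033, 0.082 and -0.093. With the number as a block, 2 miRNAs (miR-677-5p and miR-5121) passed, 73 met the study's criterion, and 1 list and 1 cluster passed. Of 1390 miRNAs, 938 were outside the filter, and thinning to the smallest library left 426 tested, against 452.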

Other observations

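Regrouping tests of the 8 libraries were planned before the data were examined. Of 35 splits into 4 and 4, 1 gave as many miRNAs at the study's criterion as the real split, which is the real split itself. It had 81 and the highest other, which exchanges Kyn 2 and NC 1, had 80. A count of 1 is the smallest that these splits can give, and several results were put through them without adjustment. It thus does not exclude chance. The margin of 1 miRNA is far less than the range of 58 to 105 under the alternatives that kept a filter and the 1.2-fold limit, and that other split gave more miRNAs without overlap (46 against 44). With 0 calls at an adjusted p under 0.05, all 35 splits gave as many. The highest other, again the exchange of Kyn 2 and NC 1, had 10 and was the only split with any call.

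Chance could also not be excluded for the list, cluster and arm results. In 30 of the 35 splits at least as many lists passed as the real 1, with 5 in the highest other. In 18 of the 35 at least as many clusters passed as the real 1, with 4 in the highest other. In 25 of the 35 the r between arms was as high as the real 0.261, with 0.566 in the highest other.

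In 13 of 18 near-copy pairs the ratio of counts lay within 5% of the ratio of the numbers of loci. The 21 rows in such pairs held 2.19% of all counts. That is no upper bound on shared reads, since let-7a-5p and let-7c-5p, with a ratio of 0.977 to 0.982 (chi-square p = 0.714), were outside the limit set and held 11.8% of all counts. Divided by the number of loci, library totals ran from 6077196 in Kyn 1 to 10493701 in NC 3.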
